# miR548ai antagonism attenuates exosome-induced endothelial cell dysfunction

**DOI:** 10.1038/s41420-021-00720-9

**Published:** 2021-10-28

**Authors:** Xiujie Xie, Lian-Wang Guo, Craig K. Kent

**Keywords:** Genetics, Physiology

## Abstract

Endothelial cell (EC) and smooth muscle cell (SMC) are major cell types adjacent in the vascular wall. Recent progress indicates that their communication is crucial for vascular homeostasis and pathogenesis. In particular, dysfunctional (proliferative) SMCs through exosomes can induce EC dysfunction (impaired growth). The current study suggests that miR548ai, a rarely known microRNA, may provide a molecular target for protection against SMC/exosome-induced EC dysfunction. We performed microarray profiling of microRNAs of dysfunctional human primary aortic SMCs induced by different cytokines (PDGF-BB, TGFβ1, TNFα, IL1β). Among the microRNAs commonly upregulated by these cytokines, miR548ai showed the most robust changes, as also validated through quantitative PCR. This cytokine-induced miR548ai upregulation was recapitulated in the qPCR determination of SMC-derived exosomal microRNAs. Consistent with SMC-to-EC communication, the exosomes extracted from cytokine-stimulated SMCs impaired human EC proliferation and migration. Of particular interest, this SMC exosomal impingement on ECs was countered by transfection of miR548ai inhibitor microRNA into ECs. Furthermore, the miR548ai inhibitor transfected into SMCs attenuated SMC dysfunction/proliferation. Thus, these results identify miR548ai as a novel target; namely, miR548ai inhibitor mitigates EC dysfunction induced by exosomes derived from dysfunctional SMCs. This new knowledge may aid the future development of microRNA-based treatment of vascular disorders.

## Introduction

Vascular smooth muscle cell (SMC) and endothelial cell (EC) are two major cell types in the arterial wall. Adjacent to each other, they play distinct roles and their communication is essential for vascular homeostasis [1, 2]. Dyshomeostasis within and between these cells promotes vascular diseases, most prominently atherosclerosis—the leading cause of morbidity and mortality in developed countries [3]. Angioplasty is the most commonly used procedure to treat atherosclerosis by reopening occluded arteries. However, this paradoxically leads to restenosis, i.e. re-occlusion of treated arteries. Angioplasty damages ECs and SMCs exposing them to a myriad of stimuli, particularly cytokines. In response, ECs and SMCs undergo phenotypic changes and become dysfunctional due to the loss of their innate functions. Dysfunctional SMCs become proliferative and migratory amassing flow-obstructive neointima lesions, a process termed intimal hyperplasia (IH) that causes restenosis [4]. Dysfunctional ECs, on the other hand, manifest impaired growth and hence delayed re-sealing (re-endothelialization) of the angioplasty-denuded inner vessel wall. Evidence indicates that SMC dysfunction and EC dysfunction critically and synergistically contribute to IH [5]. While SMC dysfunction and EC dysfunction each has been intensively studied, their communication, especially the mechanisms by which dysfunctional SMCs adversely impact ECs, remain an under-investigated area [6, 7]. A better understanding of these mechanisms could lead to discoveries of novel molecular targets and ultimately, improved therapeutic methods.

Recently, exosomes were discovered to be a new cell–cell communication route, which as carriers of pathological information have attracted considerable attention [8–11]. Exosomes participate in a wide range of physiological and pathological processes by selectively packaging and transferring cargo (proteins, nucleic acids, lipids, and metabolites) to adjacent or long-distance recipient cells. In recent years, exosomes have received extensive interest for their important role in the development of cardiovascular disease [8, 12]. These membrane vesicles are enriched with diverse cargo molecules including a large number of miRNAs, which are a group of non-coding RNAs that can be taken up by recipient cells to fine-tune gene expression post-transcriptionally [13]. The expression and function of exosomal microRNAs are highly tissue-type and cell-type specific, and also pathophysiological context-dependent. Circulating exosomal microRNAs and those derived from mesenchymal stem cells, immune cells, and ECs have been extensively studied in the cardiovascular system [14–16], some recognized as novel biomarkers and/or potential therapeutics. However, the role of exosomal microRNAs derived from dysfunctional SMCs is under-explored, with reports sparsely emerging [6, 17, 18].

In this study, through unbiased microarray and bioinformatic analyses using human primary SMCs, we identified a group of microRNAs that were commonly upregulated in dysfunctional SMCs when induced with different cytokines. In particular, miR548ai which is little-known in the literature was most prominently upregulated. We then used exosomes extracted from cytokine-stimulated dysfunctional SMCs to induce EC dysfunction (impaired proliferation and migration). We found that this EC-detrimental effect of SMC-derived exosomes was mitigated by miR548ai’s inhibitor microRNA transfected into ECs. Moreover, SMC transfection with the miR548ai inhibitor attenuated SMC dysfunction. These findings together suggest that miR548ai antagonism may provide a new approach to prevent EC dysfunction that is induced by exosomes from dysfunctional SMCs.

## Results

### EC proliferation and migration are hampered by exosomes isolated from conditioned media of cytokine-activated aortic SMCs (AoSMCs)

Recent progress points to a key role of exosomes in cell–cell communications [15, 18]. Exosomes are known to be enriched with microRNAs—regulatory factors that profoundly influence vascular cell and tissue functions [8]. To better understand how dysfunctional SMCs impact ECs, in this study, we first set out to investigate the role of exosomes secreted from human AoSMCs (see Fig. 1A). We used cytokines to render SMCs dysfunctional (proliferative/migratory), an approach established in others’ and our reports [6, 19–21]. After treating AoSMCs with PDGF-BB, TGFβ1, TNFα, or IL1β, exosomes were isolated from the respective medium and added to the EC culture. Transmission electron microscopy (TEM) illustrated round-shaped vesicles of ~30–100 nm diameter (Fig. 1A and B, in contrast to the negative control in Fig. S1), consistent with the morphology of purified exosomes [12, 22]. Interestingly, exosomes from each conditioned medium significantly inhibited EC proliferation and migration as compared to that from the control medium (Mock) with no cytokine added (Fig. 1C–F). These results suggest that exosomes from dysfunctional AoSMCs may carry some cargo factors that impair EC function.

**Fig. 1:**
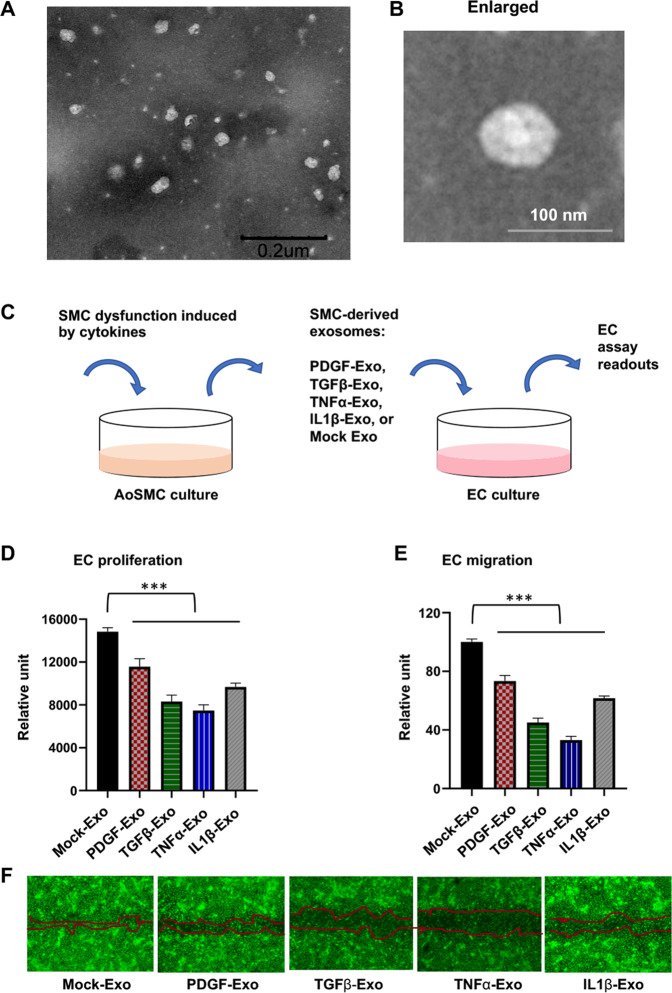
Inhibitory effect of dysfunctional SMC-derived exosomes on EC proliferation and migration. Human primary aortic smooth muscle cells (AoSMCs) were starved in basal medium (no FBS) and then treated for 24 h without (Mock control) or with a cytokine (50 ng/ml PDGF-BB, 20 ng/ml TGFβ1, 20 ng/ml TNFα, or 10 ng/ml IL1β). Exosomes extracted from a conditioned medium were added to human umbilical vascular ECs cultured in full medium and incubated for 48 or 24 h prior to measurements of proliferation and migration, respectively. Data are presented as mean ± SD (*n* = 3 replicates). ***P < 0.001 (compared to any of the cytokine conditions), as analyzed with one‐way ANOVA followed by Bonferroni post hoc test. **A** TEM image of SMC-derived exosomes. Purified exosomes were resuspended in PBS. Scale bar: 200 nm. **B** Enlarged image of a single exosome. Scale bar: 100 nm. **C** Schematic of the experimental design for this figure. **D** EC proliferation (Cell Titer-Glo assay). **E** EC migration (scratch assay). **F** Representative images showing cell-free gaps 24 h after scratch. Migration was measured as an increase in cell-reoccupied gap space 24 h (vs. 0 h) after scratching. Calcein was used to render cells fluorescent for imaging at the end of the 24 h experiment.

### MicroRNA profiling identifies prominent up-regulation of SMC-derived miR548ai in cytokine-stimulated conditions

We next performed microarray profiling of microRNAs. Starved AoSMCs were treated with either solvent control (Mock) or a cytokine (PDGF-BB, TGFβ1, TNFα, or IL1β) for 48 h. Total RNA was then prepared from each cell sample and used for microarray. 

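Profiling covered 5 conditions of human primary AoSMCs, the smooth muscle cells of the aortic wall, with 1 array per condition (Mock, PDGF-BB, TGFβ1, TNFα and IL1β) and no replicate. The paper gives 24 h of starvation and 48 h with 50 ng/ml PDGF-BB, 20 ng/ml TGFβ1, 20 ng/ml TNFα or 10 ng/ml IL1β, whereas the sample labels give 24 h with 40, 20, 20 and 10 µg/ml. The deposited table holds the authors' log2 values, summarised per probe set and normalized in Affymetrix software, and the paper's text does not name the normalization method. It has 138745 rows, and the median of an array ranged from 4.27 with IL1β to 4.31 with TGFβ1. The platform annotation gives 1 gene symbol for 36176 rows, several for 1119 and none for 101450, and no gene is named from a row with several. A microRNA probe set is any row with a microRNA gene symbol, which gave 1867 probe sets, 304 of which also list another gene or stand for a microRNA host gene. These probe sets target the microRNA genes in a whole-transcript assay, so the signal is not that of the mature microRNA alone. Of the 1563 probe sets with microRNA genes only, 147 lay above the 95th percentile of the 612 negative-control rows in the Mock array, 104 with PDGF-BB, 106 with TGFβ1, 99 with TNFα and 92 with IL1β. That percentile was itself lowest in Mock, at 6.56, against 6.96, 6.95, 7.06 and 7.02 in the same order. Medians of microRNA probe sets were close, from 4.26 with IL1β to 4.36 in Mock, so the higher Mock count may reflect the lower limit. Each change is the difference of 2 log2 values, cytokine minus Mock, without a p-value, and the number of arrays limits the precision.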

Presented in Fig. 2 is the data selected with a filter of log2-fold change (>2 fold of increase or decrease). 

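Over all 1867 microRNA probe sets, TGFβ1 gave the most changes at the 2-fold limit, with 94 up and 69 down. PDGF-BB gave 66 up and 70 down, TNFα 77 up and 53 down, and IL1β 35 up and 70 down. In simulated sets of unchanged arrays, a mean of 82.6 probe sets were up past 2-fold in 1 comparison. The simulated noise was drawn from the cytokine arrays and includes differences between cytokines, so this mean is overstated. Whether the counts for each cytokine exceed noise is therefore not decided. Among the increases with TGFβ1 were MIR23A (log2 difference 2.57), MIR27A (2.55) and MIR24-2 (2.51), which are neighbours in one microRNA cluster, and the host gene MIR4435-2HG (2.72), all but MIR24-2 above the 95th percentile of negative-control rows with TGFβ1. Many increased probe sets also listed another gene or stood for a host gene, 41 of the 94 with TGFβ1 and 28 of the 66 with PDGF-BB, against 13 of the 77 with TNFα and 6 of the 35 with IL1β. Among probe sets with microRNA genes only, the order of the totals turned, with 110 changed with TNFα (64 up and 46 down) and 107 with TGFβ1 (53 up and 54 down). At a log2 difference of 2, the counts fell to 4 up and 4 down with PDGF-BB, 19 up and 3 down with TGFβ1, 4 up and 2 down with TNFα, and 2 up and 5 down with IL1β. Of the probe sets past 2-fold, 23 up and 19 down with PDGF-BB, 44 up and 18 down with TGFβ1, 14 up and 16 down with TNFα, and 7 up and 11 down with IL1β exceeded the 95th percentile of negative-control rows in either array, a limit chosen after the values were seen. The limit was lowest in the Mock array, so decreases from Mock could pass it more easily.

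**Figure D1:**
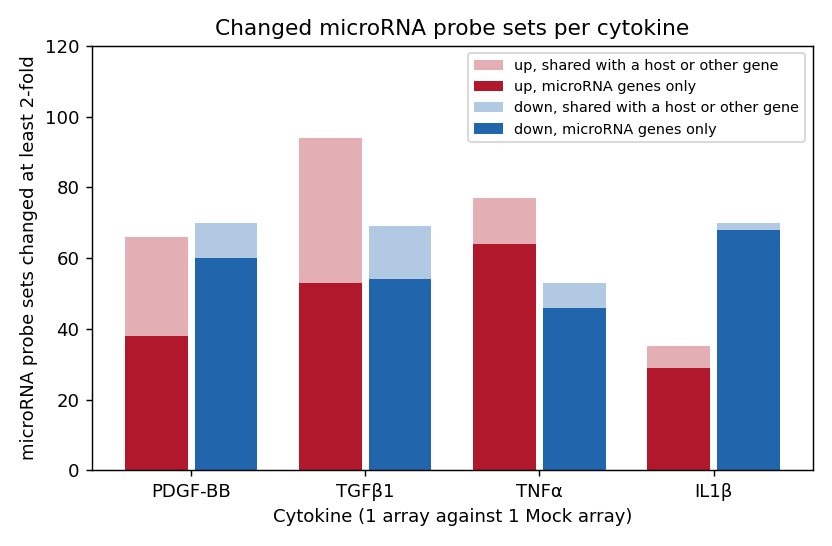
Number of microRNA probe sets changed at least 2-fold with each cytokine against Mock, 1 array each, up in red and down in blue. The dark part of each bar is the probe sets that list microRNA genes only and the light part is the rest, and the tallest bar is TGFβ1 up at 94.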

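Some of the leading microRNAs were shared between cytokines and others were listed for 1 of them, and no test of a difference can be made with 1 array each. MIR548AI was among the 5 largest increases with every cytokine, MIR302F among the 5 largest decreases with PDGF-BB, TNFα and IL1β, MIR579 with PDGF-BB and IL1β, and MIR548AU with TNFα and IL1β. With PDGF-BB, the increases also held MIR2052 (log2 difference 2.04) and MIR548U (1.82), and the decreases MIR377 (-2.13) and MIR299 (-2.08). With TGFβ1, the other 4 of the 5 largest increases lay on probe sets with several gene symbols, and the decreases included MIR3119-2 (-1.99) and MIR606 (-1.89). With TNFα, the increases also held MIR376C (3.13), MIR4652 (2.02) and MIR1302-7 (1.99), and the decreases were MIR548AU (-4.43), MIR548AC (-2.24), MIR302F, MIR548A1 (-1.90) and MIR4653 (-1.77). With IL1β, the increases also held MIR544A, MIR103A2 (1.73) and MIR548F2 (1.63), and the decreases were MIR548AU, MIR3133, MIR579, MIR3668 and MIR302F. Of these single-symbol probe sets, MIR548AI (except with IL1β), MIR548U, MIR548AC, MIR548A1 and MIR548AU exceeded the 95th percentile of negative-control rows in either array compared, and the others did not, so that their sizes and order are values at background signal. The fall of MIR548AU was on a probe set with a chromosome 2 ID, and its other probe set, on chromosome 9 as is the gene in RefSeq, gave -1.59 with TNFα and -1.31 with IL1β. Of 213 probe sets up in any comparison, 166 were up in 1 comparison, 37 in 2, 8 in 3 and 2 in 4. Of 177 down in any comparison, 117 were down in 1, 40 in 2, 15 in 3 and 5 in 4. PDGF-BB and TGFβ1 shared 24 increases, where independent lists would share 3.32, but both differences use the same Mock array. Across microRNA probe sets, which are not independent replicates, the differences correlated between pairs of cytokines at 0.395 to 0.527. Their mean covariance was 0.148, against 0.177 for simulated unchanged arrays that share a reference. The simulated noise includes differences between cytokines, so 0.177 is overstated. It does not decide how much of the covariance comes from the shared Mock array.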

The heatmaps and respective plots indicate that stimulation of AoSMCs with different cytokines led to distinct profiles of up- and down-regulated microRNAs. However, by focusing on the microRNAs that were commonly up- or down-regulated in all four profiles, we found that miR548ai stood out as the most prominently up-regulated microRNA in all four cytokine-stimulated conditions (Fig. 3). 

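MIR548AI is listed for 2 probe sets, which went different ways. The probe set with a chromosome 16 ID had a log2 value of 3.91 in Mock, 7.71 with PDGF-BB, 7.43 with TGFβ1, 7.26 with TNFα and 6.10 with IL1β. These are increases of 13.9-fold with PDGF-BB, 11.5-fold with TGFβ1, 10.2-fold with TNFα and 4.57-fold with IL1β. The probe set with a chromosome 6 ID, where RefSeq (GRCh38) places the gene, had 7.97 in Mock and log2 differences of -0.18 with PDGF-BB, -0.61 with TGFβ1, -1.10 with TNFα and -0.34 with IL1β. Probe set IDs carry the chromosome of the RefSeq gene for 99.9% of 25019 rows with 1 symbol that could be compared. By its smallest of the 4 changes, 2.19, the chromosome 16 probe set ranked 1 among 1867 microRNA probe sets. It ranked 1 with PDGF-BB and TNFα, and 2 with TGFβ1 (1 among probe sets with microRNA genes only) and with IL1β. It lay above the 95th percentile of negative-control rows with PDGF-BB, TGFβ1 and TNFα but not with IL1β or in Mock. All 4 comparisons use the 1 Mock array. In 1000 simulated sets of unchanged arrays, 33.7% held a microRNA probe set with a smallest rise of at least 2.19. The simulated noise includes differences between cytokines, also those of probe sets shared with other genes, and so is overstated. That share therefore does not decide whether the rise of MIR548AI exceeds noise. With the mean of the other 4 arrays as the reference, which holds 3 cytokine arrays and so lowers every difference, the log2 difference was 1.53 with PDGF-BB, 1.19 with TGFβ1, 0.97 with TNFα and -0.48 with IL1β. By restricting the comparison to microRNAs changed in all 4 profiles, the paper concludes that miR548ai was the most prominently up-regulated of them (Fig. 3).

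**Figure D2:**
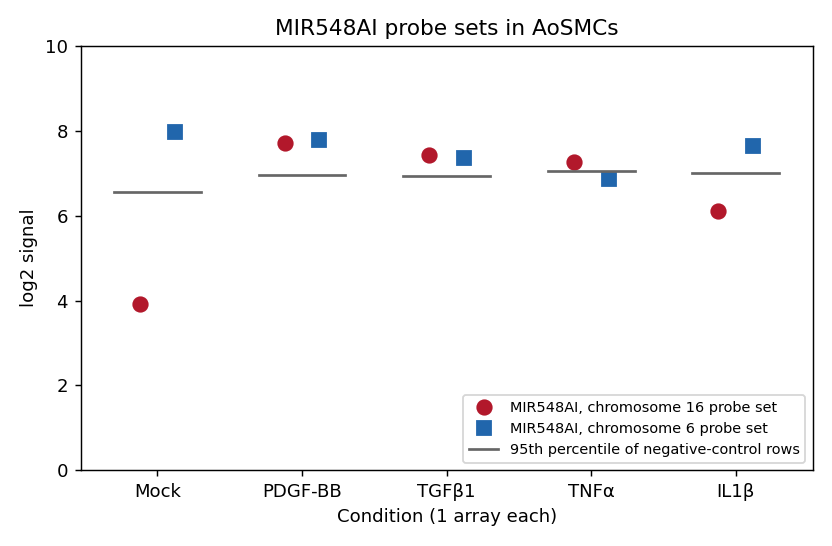
log2 signal of the 2 probe sets listed for MIR548AI (points) in each condition, 1 array each, with the 95th percentile of negative-control rows of that array (grey lines). The chromosome 16 probe set goes from 3.91 in Mock to between 6.10 and 7.71, and the chromosome 6 probe set lies between 6.86 and 7.97.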

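Decreases past 2-fold with all 4 cytokines were found for MIR302F, MIR579, MIR1183, MIR3133 and MIR4284, and no other microRNA probe set. MIR302F had log2 differences of -2.29 with PDGF-BB, -1.70 with TGFβ1, -1.92 with TNFα and -2.06 with IL1β. MIR579 had -2.59 with PDGF-BB and -2.31 with IL1β. The smallest of the 4 decreases was -1.59 for MIR579, -1.33 for MIR1183, -1.29 for MIR3133 and -1.08 for MIR4284. MIR1200 was lower with all 4 cytokines, past 2-fold with PDGF-BB (-1.22) and IL1β (-1.02) but not with TGFβ1 (-0.65) or TNFα (-0.82). MIR548H5 passed 2-fold with TGFβ1 (-1.33) and IL1β (-1.30), and had -0.40 with PDGF-BB and -0.91 with TNFα. On the side of increases, MIR544A had 0.96 with PDGF-BB, 1.18 with TGFβ1, 1.37 with TNFα and 2.34 with IL1β. MIR4719 reached 2.06 with TGFβ1, 0.97 with TNFα, 0.33 with IL1β and 0.26 with PDGF-BB. MIR6886 was not analysed here. Increases past 2-fold in all 4 comparisons were limited to the chromosome 16 probe set of MIR548AI and 1 probe set with several gene symbols. RefSeq places MIR579 within ZFR, MIR3133 within FARP2, MIR4284 within STX1A, MIR1183 within SP4 and MIR1200 within ELMO1, host genes looked up after the values were seen. ZFR and STX1A stayed within 2-fold in all 4 comparisons, FARP2 rose by 1.16 with TGFβ1, and SP4 rose by 1.21 with IL1β. The Mock value of SP4, 6.22, was under the 95th percentile of negative-control rows, so the size of its rise rests on background signal in Mock. ELMO1 had -0.64 with PDGF-BB, -1.14 with TGFβ1, -0.98 with TNFα and -0.25 with IL1β, all from 1 Mock value and under the 95th percentile of negative-control rows in every array. None of the 5 common decreases, nor MIR544A, MIR4719, MIR1200 or MIR548H5, was above the 95th percentile of negative-control rows in any array. Simulated unchanged arrays gave on average 7.49 increases and 12.9 decreases shared by all 4 comparisons, and independent lists 0.00257 and 0.00275. The simulated counts are overstated, since their noise includes differences between cytokines, and independent lists leave out the shared Mock array. Neither decides whether the shared changes exceed noise.

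**Figure D3:**
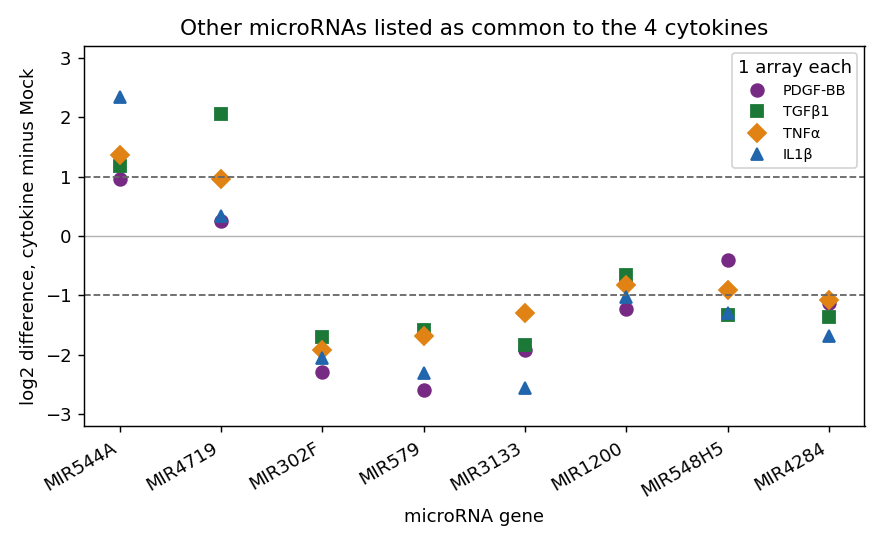
log2 difference from Mock of 8 microRNA genes for each cytokine, 1 array each, with dashed lines at 2-fold (1 and -1). MIR302F, MIR579, MIR3133 and MIR4284 lie under the lower line for every cytokine, whereas MIR544A and MIR4719 lie on both sides of the upper line.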

The other microRNAs common in the four profiles included miR544A, miR4719, miR6886 (up-regulated), and miR302F, miR 579, temire, miR 1200, miR 548H5, and miR 4284 (down-regulated).

**Fig. 2:**
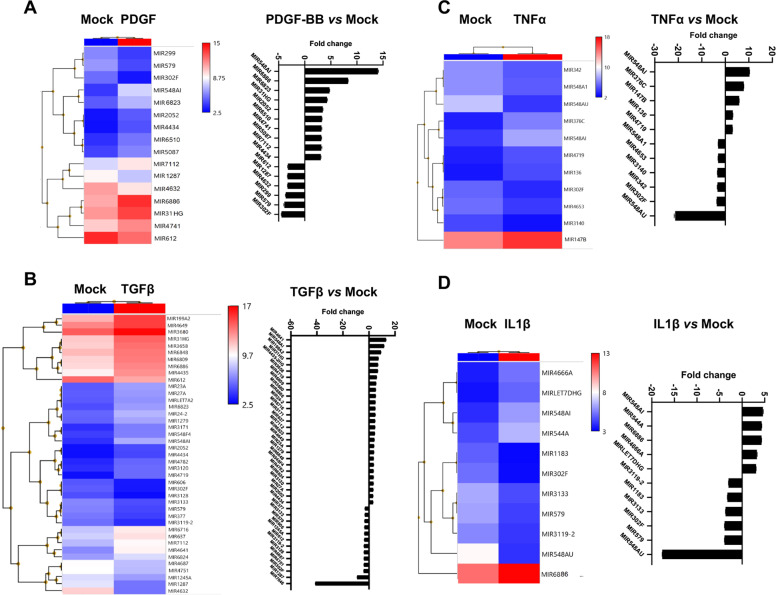
Profiles of SMC-derived, up- or down-regulated microRNAs after cytokine stimulation. Starved AoSMCs were cultured for 48 h without (Mock control) or with a cytokine (**A**: PDGF-BB, **B**: TGFβ1, **C**: TNFα, **D**: IL1β). Total RNA extracted from AoSMCs was used for microarray and microRNA profiling. Shown are heatmaps and fold-change profiles of microRNAs that meet the criterion of log2-fold change >2 (cytokine vs. Mock).

**Fig. 3:**
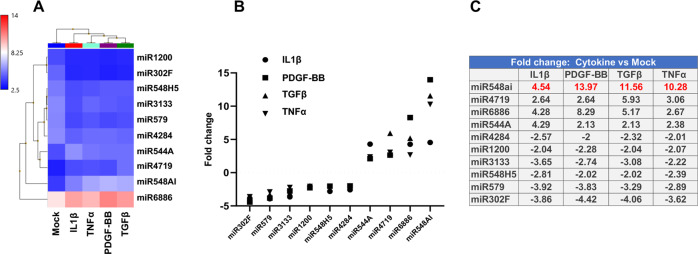
microRNAs that are commonly up- or down-regulated by all four cytokines. The AoSMC-derived microRNAs that were commonly up- or down-regulated by all four cytokines were selected (from the data in Fig. 2), and the data are presented as heatmap (**A**), plot (**B**), or table of fold changes (**C**).

### qPCR validation confirms miR548ai upregulation in cytokine-stimulated AoSMCs and in exosomes thereof

To validate the profiling result of miR548ai, we performed TaqMan quantitative PCR (qPCR). Consistent with the microarray data, among SMC-produced microRNAs, miR548ai showed the most prominent upregulation (14 fold vs. Mock condition) relative to miR544A, miR4719, and miR6886, especially in the PDGF-stimulated condition (albeit not in the IL-1B condition) (Fig. 4A). In parallel, we also quantified these microRNAs in purified exosomes that were isolated from cytokine-stimulated AoSMCs. The qPCR results of microRNAs in exosomes (Fig. 4B) largely recapitulated that of microRNAs in AoSMCs (Fig. 4A). Specifically, exosomal miR548ai was most prominently upregulated in the PDGF-BB or TGFβ1-stimulated condition, although TNFα or IL-1β stimulated changes of miR548ai were not significantly greater than that of the other three microRNAs (Fig. 4B). Of particular interest, miR548ai has been scarcely studied overall and little explored in the vascular system. We, therefore, decided to focus on miR548ai in the following experiments to investigate its functional impact on ECs and SMCs.

**Fig. 4:**
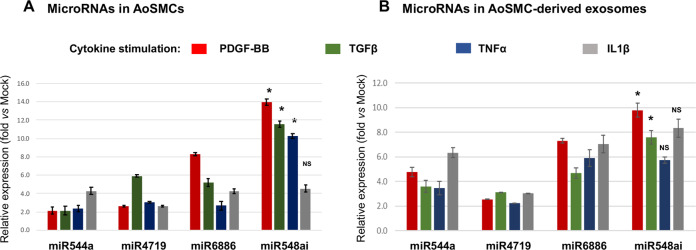
qRT-PCR determination of cytokine-stimulated upregulation of SMC-derived exosomal microRNAs. AoSMC culture, cytokine stimulation, and exosome isolation were performed as described in Fig. 1. qRT-PCR was performed to detect cytokine-induced level changes of the four microRNAs selected in Fig. 3. Levels of microRNAs in either cytokine-stimulated AoSMCs or AoSMC-derived exosomes were measured, as shown in **A** and **B**, respectively. The relative expression refers to microRNA fold change with (vs. without) cytokine stimulation. Data are presented as mean ± SD (*n* = 3 replicates). *P < 0.05, miR548ai compared to any of the other three microRNAs (between two bars of the same color), as analyzed with one‐way ANOVA followed by Bonferroni post hoc test; NS not significant.

### miR548ai inhibitor microRNA mitigates EC dysfunction induced by SMC-derived exosomes

To study the influence of miR548ai on EC growth, we transfected ECs with a miR548ai mimic or inhibitor microRNA (schematized in Fig. 5A). The data in Fig. 5B indicated that while miR548ai mimic hampered, miR548ai inhibitor promoted EC proliferation, consistent with its enhancing effect on levels of activated pro-growth gene products in ECs such as phosphorylated MEK/ERK and AKT (Fig. S2). This result and that from SMC-derived exosomes (Fig. 1) together suggested that miR548ai produced by cytokine-stimulated AoSMCs could have a paracrine effect on ECs, e.g. via exosomes. We thus transfected ECs with the miR548ai inhibitor and also treated ECs with exosomes derived from cytokine-stimulated AoSMCs to induce EC dysfunction. The purpose was to use miR548ai inhibitor to antagonize the function of miR548ai. Indeed, compared to scrambled microRNA control, miR548ai inhibitor markedly increased EC proliferation, either added with exosomes from cytokine-stimulated AoSMCs or from non-stimulated Mock condition (albeit to a minor extent) (Fig. 5C).

**Fig. 5:**
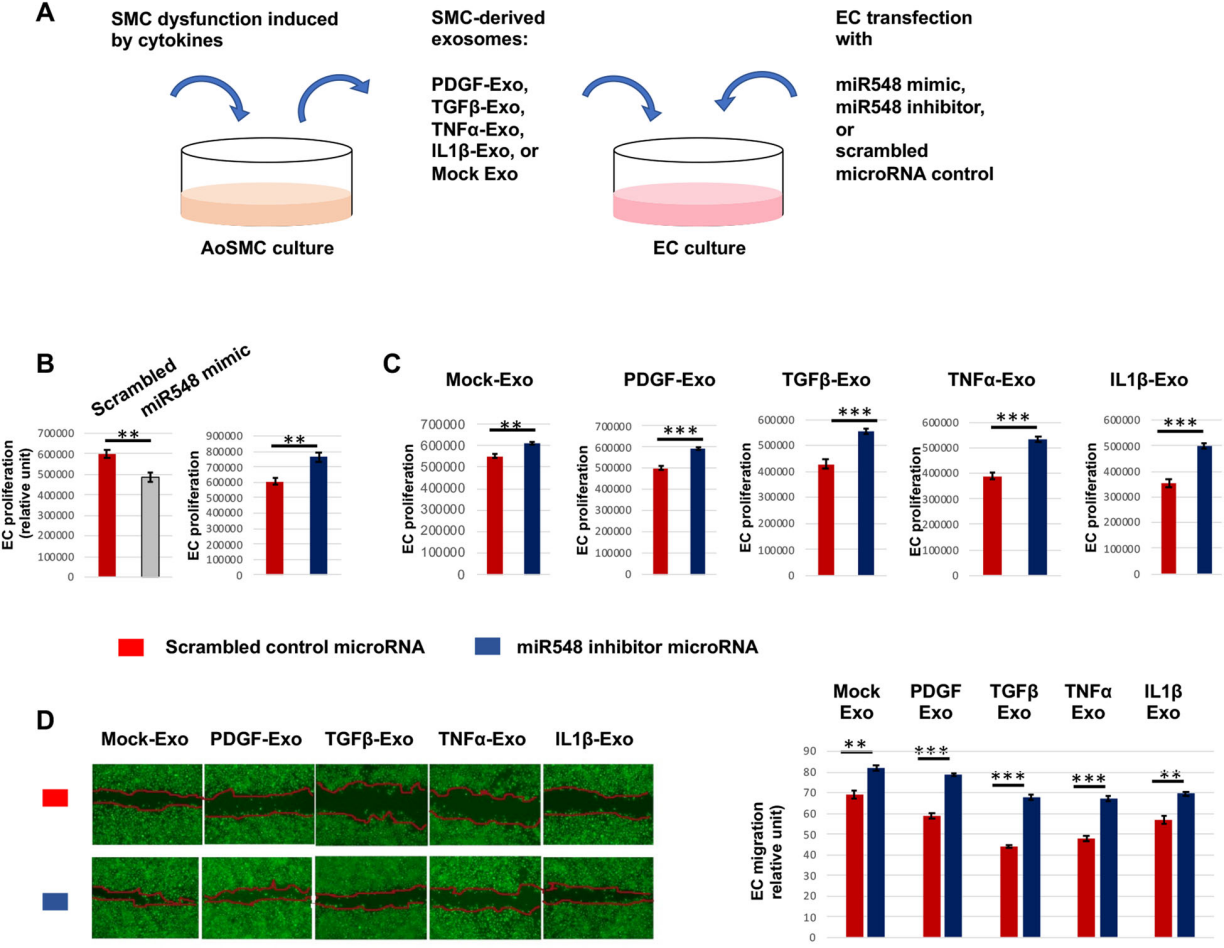
Effect of miR548ai inhibitor on EC proliferation and migration. **A** Schematic of the experimental design for this figure. **B** EC proliferation in full medium. ECs cultured in the full medium were transfected with a miR548ai mimic or inhibitor or scrambled microRNA (control) prior to Cell Titer-Glo assay. **C** and **D** EC proliferation and migration (respectively) in the presence of SMC-derived exosomes. Exosomes were isolated from the conditioned media of AoSMCs that were starved and then stimulated with a cytokine (same concentration as indicated in Fig. 1). The exosomes and miR548ai inhibitor (or scrambled microRNA) were added to ECs. Migration was measured as an increase in cell-reoccupied gap space 24 h (vs. 0 h) after scratching. Calcein was used to render cells fluorescent for imaging at the end of the 24 h experiment. Data are presented as mean ± SD (*n* = 3 replicates). Student *t*-test: **P < 0.01, ***P < 0.001.

We then used the same experimental setting to determine EC migration, as shown in Fig. 5D. Similar to the result of EC proliferation, miR548ai inhibitor vs. scrambled microRNA control significantly increased EC migration in the presence of exosomes from cytokine-stimulated AoSMCs. Consistent with the functional specificity of miR548ai inhibitor, its effect on ECs was relatively minor in the presence of exosomes from non-stimulated AoSMCs where miR548ai production was lower. Taken together, these and the above results indicate that whereas exosomes derived from cytokine-activated AoSMCs impair EC proliferation and migration (Fig. 1), miR548ai inhibitor counters these adverse effects to bolster EC growth.

### miR548ai inhibitor mitigates cytokine-induced AoSMC dysfunction

Contrary to ECs, proliferative SMCs can lead to adverse consequences such as the buildup of neointima lesions on the inner vascular wall that obstruct blood flow [19, 23]. We therefore next explored how miR548ai inhibitor influences SMC proliferation (diagramed in Fig. 6A). The data in Fig. 6B indicated that while transfection with the miR548ai mimic increased (*p* = 0.054), transfection with the miR548ai inhibitor microRNA reduced AoSMC proliferation in full-medium cultures. The miR548ai inhibitor also reduced AoSMC migration although the change did not reach statistical significance (Fig. 6C). This relatively low potency of miR548ai inhibitor could be attributed to a complex compendium of factors contained in the full medium (used in the migration assay) that may partially cancel the effect of miR548ai inhibitor. We then re-examined the effect of miR548ai inhibitor in a defined starvation medium with (or without) a cytokine added. The data in Fig. 6D showed that transfection with miR548ai inhibitor markedly attenuated AoSMC proliferation in the presence of cytokine stimulation. The effect of miR548ai inhibitor did not reach statistical significance in non-stimulated AoSMCs, likely due to the fact that relatively small amounts of miR548ai were produced in this Mock condition. In aggregate, our results indicate that transfection with miR548ai inhibitor not only improves EC growth but also mitigates SMC proliferation.

**Fig. 6:**
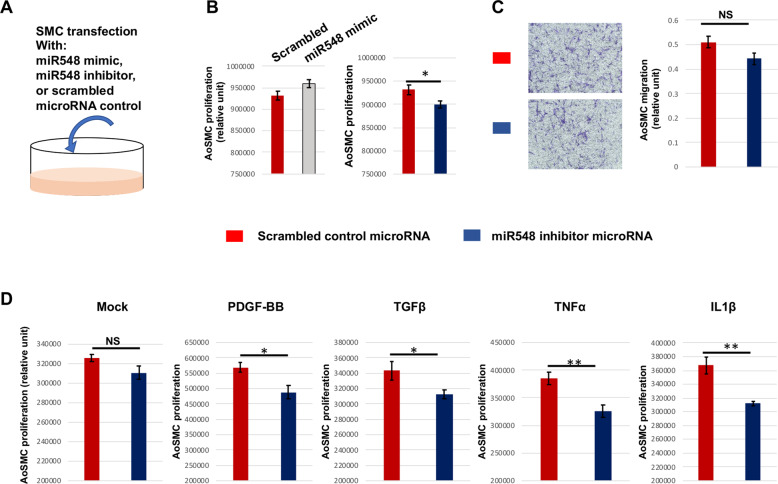
Effect of miR548ai inhibitor on AoSMC proliferation and migration. **A** Schematic of the experimental design for this figure. **B** SMC proliferation in full medium. AoSMCs cultured in the full medium were transfected with miR548ai mimic or inhibitor or scrambled microRNA (control) prior to CellTiter-Glo assay. **C** SMC migration in full medium. AoSMCs cultured in the full medium were transfected with miR548ai inhibitor or scrambled microRNA (control) prior to the Transwell migration assay. **D** SMC proliferation in defined medium. Starved AoSMCs were transfected with miR548ai inhibitor or scrambled control prior to stimulation with PDGF-BB, TGFβ1, TNFα, or IL1β (same concentrations as indicated in Fig. 1). Data are presented as mean ± SD (*n* = 3 replicates). Student *t*-test: *P < 0.05, **P < 0.01; NS not significant.

## Discussion

Emerging evidence suggests that while normal SMC-derived exosomes are crucial for vasculature homeostasis, dysfunctional SMC-derived exosomes contribute to vascular diseases [12, 17, 24]. In the current study, we searched for the microRNAs that could be targeted to counter EC dysfunction inflicted by exosomes from dysfunctional SMCs. We found that miR548ai was upregulated in SMC-derived exosomes in response to cytokine stimulation. More importantly, whereas dysfunctional SMC-derived exosomes impaired, miR548ai’s inhibitor microRNA boosted EC growth (proliferation/migration). Interestingly, the miR548ai inhibitor was also effective in attenuating SMC proliferation (dysfunction). While SMC proliferation and migration underlie the buildup of neointima lesion, EC dysfunction (impaired proliferation/migration, as opposed to SMCs) further exacerbates SMC dysfunction and IH [25]. Therefore, our results confer new information that implicates miR548ai as a potential interventional target for EC protection.

We used four different cytokines to induce SMC dysfunction and then performed unbiased screening through microRNA profiling to extract the information of common microRNAs that were responsive to all four cytokines. In normal conditions, the ECs that line the inner vessel wall keep SMCs insulated from adverse stimulants in the blood. However, upon the angioplasty procedure, this protective EC barrier is broken, and SMCs are abruptly exposed to various cytokines (typically PDGF-BB, TGFβ1, TNFα, and IL1β) which stimulate SMCs phenotypic changes and hence loss of its innate functions [26]. In this light, we envisioned that the use of multiple cytokines instead of only one represents a more robust experimental setting to mimic the complex in vivo microenvironment where dysfunctional SMCs reside.

To the best of our knowledge, it is a novel finding that miR548ai plays an important role in EC and SMC dysfunction. The miR548 family contains 69 human genes which are primate-specific and poorly conserved [27]. 

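The arrays carried 77 probe sets for 72 gene symbols of the miR548 family, and 4 of these symbols stand on more than 1 probe set. In AoSMCs, 5 of the 77 were up and 1 down at least 2-fold with PDGF-BB, 4 up and 7 down with TGFβ1, 8 up and 9 down with TNFα, and 7 up and 5 down with IL1β, 1 array each against the 1 Mock array. The share past 2-fold was 7.79% with PDGF-BB, 14.3% with TGFβ1, 22.1% with TNFα and 15.6% with IL1β. Among other microRNA probe sets it was 7.26%, 8.49%, 6.31% and 5.20% in the same order. Probe sets of 1 name count separately in these shares. With TNFα, those of MIR548AI had log2 differences of 3.35 and -1.10, those of MIR548AU -4.43 and -1.59, and 1 of MIR548N -1.06. The chromosome 16 probe set of MIR548AI was the only 1 of the family up at least 2-fold with all 4 cytokines, and none was down with all 4. MIR548X2 had log2 differences of 1.44 with PDGF-BB and 1.91 with TNFα, MIR548F1 1.43 with IL1β, and MIR548AT -1.51 and MIR548H4 -1.46 with TGFβ1. These 4 names were chosen after their values were seen, and none was above the 95th percentile of negative-control rows in the arrays compared. MIR548N, also chosen after its values were seen, has 3 probe sets, whose differences with TGFβ1 were -0.57, 1.30 and 0.04. In the Mock array 18 of the 77 lay above the 95th percentile of negative-control rows. Probe sequences were not used here.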

Not identified until a decade ago, this family has been scarcely investigated overall. While some family members, such as miR548-3p and miR548ar have been implicated as anti-oncogenic [28, 29], little is known about miR548ai, and its role in the vascular system has not been previously reported. Similar to miR548ai, miR6886 is little studied with no known vascular-associated function. As miR6886 was also upregulated in dysfunctional AoSMCs induced by cytokines, this information would lead to a new research direction to delineate its role in SMC and EC dysfunction.

Exosomes contain a variety of molecular cargos, including proteins, mRNAs, and microRNAs [13, 30–32]. Proteomics studies have indicated that exosomes mediate SMC-to-EC communication [24]. Exosomal microRNAs secreted from dysfunctional SMCs have been reported to contribute to coronary artery calcification [12, 17, 33]. However, exosomal microRNAs that mediate SMC-to-EC signal transmission in the context of IH are not well defined. Of note, a very recent report indicated a deficiency of miR1246, miR182, and miR486 in exosomes derived from pulmonary SMCs stimulated by PDGF-BB [6]. However, this may not inform exosomal microRNAs derived from aortic SMCs, as the pulmonary and systemic vascular systems represent distinct pathophysiological settings. Herein, we observed prominent up-regulation of miR548ai not only in AoSMCs but also in exosomes isolated from AoSMCs, as a result of cytokine stimulation of AoSMCs. Indicative of functional importance of miR548ai, while AoSMC-derived exosomes added to the EC culture promoted EC dysfunction, the ECs transfected with miR548ai inhibitor were resistant to this detrimental exosomal effect. This result could be interpreted with the antagonism of the miR548ai inhibitor against the miR548ai molecules either in AoSMC-derived exosomes that were added to ECs or miR548ai produced within ECs or both. Our data could not distinguish which was the major mechanism. Nevertheless, we detected a cytokine-stimulated increase of miR548ai in exosomes isolated from AoSMCs (Fig. 4B). Moreover, the effect of miR548ai inhibitor on mitigating EC dysfunction was overall stronger against cytokine-stimulated SMC-exosomes (containing more miR548ai) than that in the non-stimulated Mock condition (less exosomal miR548ai). Therefore, it would be a plausible speculation that SMC-derived exosomal miR548ai at least in part accounted for the observed exosomal impingement on ECs. Equally important, the miR548ai inhibitor protected against cytokine-induced EC dysfunction also in the absence of SMC-derived exosomes, implicating a potential of translational utility.

We initially pursued microRNAs as potential targets for improving EC function. Serendipitously, our data showed that the use of miR548ai inhibitor not only met this purpose but also ameliorated SMC dysfunction (see schematic in Fig. 7). This dual effectiveness of targeting miR548ai is particularly interesting in view of the limitations of current therapeutic methods of targeting SMC dysfunction. Angioplasty is commonly performed to treat atherosclerosis [5]. This invasive procedure induces IH that re-narrows the vascular lumen, leading to restenosis [23]. While dysfunctional SMCs constitute the neointimal lesion, dysfunctional adjacent ECs are thrombogenic and they further promote SMC dysfunction and IH [25]. The current treatment for post-angioplasty IH is intraluminal implantation of a stent that releases an anti-proliferative drug to attenuate SMC dysfunction [34]. This method is inherently flawed because both the drug and the stent do not attenuate, but rather, exacerbate EC dysfunction, thereby heightening thrombogenicity while also exacerbating IH. It is therefore an urgent task for researchers to identify a common target to abrogate both SMC and EC dysfunction, thereby mitigating IH while protecting the endothelium. To this end, miR548ai provides a potential target for future translational development of endothelium-protective methods.

**Fig. 7:**
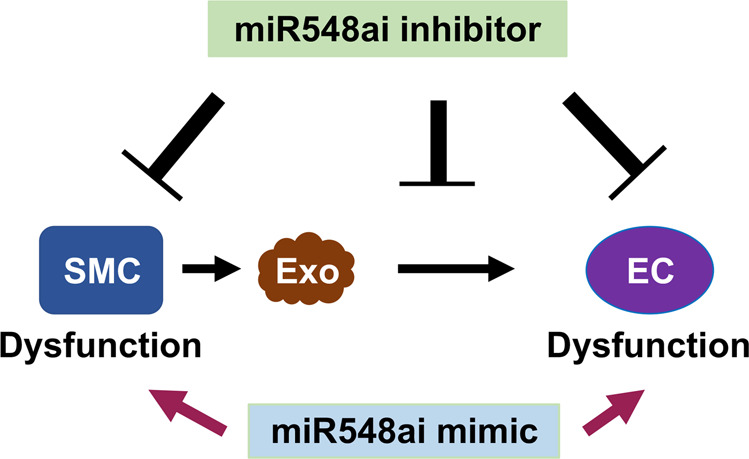
Schematic working model for the effect of miR548ai antagonism on EC and SMC dysfunction. Whereas exosomes (Exo) derived from dysfunctional SMCs induce EC dysfunction, miR548ai inhibitor mitigates this effect. miR548ai mimic exacerbates, and miR548ai inhibitor attenuates EC and SMC dysfunction.

On the other hand, since little is known about miR-548ai’s expression and function across various human tissues and organs, systemic delivery of miR-548ai inhibitor is subject to off-target concerns, as observed with other microRNAs such as miR-21 inhibitor [35]. Indeed, while miR-548ai was proposed to be a biomarker significantly upregulated in bladder tumors based on data from urine exosomes [36], it was implicated to be anti-inflammatory and under-expressed in the amnion membranes of pregnant women with chorioamnionitis [37]. To mitigate off-target effects, an anti-miR-21-eluting stent has been used to implement *local* delivery to prevent experimental in-stent restenosis [35]. However, stent-free, lesion-targeted (e.g. to IH-prone arterial wall) endovascular microRNA delivery remains a challenge, in spite of an array of nanocarriers of microRNAs reported for intravenous injection [38].

## Conclusions

Cell–cell communication provides a refreshing perspective to interpret the innerworkings in health and disease, yet it is relatively less studied in the vascular field. The current manuscript reports a previously uncharacterized role of miR548ai, a rarely known member of the miR548 family. Specifically, whereas exosomes derived from dysfunctional SMCs impinge on EC growth, the SMC/exosome-induced EC dysfunction can be mitigated via EC transfection with a miR548ai inhibitor. Moreover, the application of miR548ai antagonism also attenuates SMC dysfunction. This multipotency of targeting miR548ai warrants further investigation into its potential translational significance in molecular intervention.

## Material and methods

### Materials

Human AoSMCs (CC-2571), human umbilical vein endothelial cells (HUVEC, CC-2517A), smooth muscle cell basal medium (SmBM-2, CC-3181), SmBM-2 plus SingleQuots of supplements (CC-3182), EBM-2 Basal Medium (CC-3156), and EGM-2 SingleQuots Supplements (CC-4176) were purchased from Lonza. Recombinant Human TGFβ1 (240-B), TNFα (210-TA), IL-1 beta (201-LB), and PDGF-BB (520-BB) were purchased from R&D Systems. Cell Titer-Glo 2.0 Assay kit was purchased from Promega (G9242). Transwell (12-mm diameter, 3.0 μm pore size) polycarbonate membrane insert was from Corning (3402). The following products were from Thermo Fisher Scientific: Total exosome isolation reagent (4478359), Total exosome RNA and protein isolation kit (4478545), scrambled microRNA control (AM4635), hsa-miR-548ai Mimic (Assay ID: MC22241), hsa-miR-548ai inhibitor (Assay ID: MH22241), Opti‐MEM I Reduced Serum Medium (31985062), Lipofectamine RNAiMAX Transfection Reagent (13778150), TaqMan MicroRNA reverse transcription kit (4366596), TaqMan Universal Master Mix II (4440043), TaqMan primers (hsa-miR548ai, Assay ID: 464169_mat; hsa-miR-544A, Assay ID: 002265; hsa-miR-4719, Assay ID: 464187_mat; hsa-miR-6886, Assay ID: 465086_mat; RNU44, Assay ID:001094).

### Human AoSMC and human umbilical vein endothelial cell cultures

AoSMCs and HUVECs were cultured in SmBM-2 or EGM-2 full medium (with supplements), respectively. Cells were passaged at a ratio of 1:4 when the confluence reached ~90% and used at passages 5–7. All cultured cells were maintained in a humidified incubator with 5% CO_2_ at 37 °C.

### Cytokine treatment of AoSMCs and exosome isolation from conditioned media

AoSMCs were cultured in the full medium until 90% confluence and starved in basal medium (no FBS) for 24 h. PDGF-BB (50 ng/ml), TGFβ1 (20 ng/ml), TNFα (20 ng/ml), or IL1β (10 ng/ml), was added to starved AoSMCs and incubated for 48 h. The conditioned media were collected and used for exosome isolation. We used the Total Exosome Isolation Reagent kit (ThermoFisher, cat. 4478359) according to the manufacturer’s recommendations. This kit was developed based on traditional methods with added benefits of good exosome yield and minimizing the need of tedious ultracentrifugation [22, 39]. In principle, the reagents force exosomes out of solution which can be collected via low-speed centrifugation [40]. Briefly, the collected conditioned medium was spun at 2000 × *g* for 30 min to remove cells and debris. The supernatant was mixed with Total Exosome Isolation Reagent (1/5 of medium volume) and incubated overnight at 4 °C. The precipitated exosomes were recovered at 4 °C by centrifugation at 10,000 × *g* for 60 min. Supernatants were aspirated and exosome pellets were re-suspended in 0.2 ml PBS and used immediately for experiments. Purified exosomes were quantified by using BCA Protein Assay Kit (ThermoFisher, cat.23225). Exosomes equivalent to 1 μg of proteins were used to treat ECs (10,000 cells). The presence of exosomes was confirmed via TEM in the Nanoscale Materials Characterization Facility at the University of Virginia. Briefly, the copper grid was washed with 0.01% BSA for 5 s. A 2 μl sample, either exosome in PBS or PBS alone (negative control) was loaded onto the grid. After 5 min, the grid was stained with 2% phosphotungstic acid for 1 min and dried. Images (40k) were taken using JEOL 1230 Transmission Electron Microscope.

### Microarray and microRNA profiling

AoSMCs were starved in basal medium (no FBS) for 24 h and then stimulated with PDGF-BB (50 ng/ml), TGFβ1 (20 ng/ml), TNFα (20 ng/ml), or IL1β (10 ng/ml) for 48 h. Total RNA was isolated (TRIzol reagent, ThermoFisher, cat. 15596026) from the cells and used for microarray, as we previously reported [19]. RNA integrity was interrogated using the Agilent 2100 Bioanalyzer (Agilent Technologies), and only the samples with an RNA integrity number >8 were used. Total RNA (100 ng per sample) was linearly amplified, and then labeled and fragmented using the GeneChip WT reagent kit (Affymetrix) according to the manufacturer’s instruction. Labeled cDNA fragments were hybridized to Affymetrix GeneChip human transcriptome Array 2.0 for analysis of gene expression. After wash and staining, the arrays were scanned using GeneChip Scanner 3000. Quality control, normalization, and comparison were analyzed in Affymetrix Expression Console. Gene-level differential expression analysis was performed using the Affymetrix Transcriptome Analysis Console software (version 4.0) using the paired-sample analytical pipeline. For default differential gene expression analysis, a log2-fold-change threshold of ±2 and an FDR of 10% were applied.

### Transfection of AoSMCs or ECs with miR548ai mimic or inhibitor

Cells were cultured in the full medium until 90% confluence and then in basal medium (0% fetal bovine serum) for 2 h. The cells were then transfected with hsa-miR548ai mimic, inhibitor, or scrambled control microRNA using Lipofectamine RNAiMAX Transfection Reagent (following the manufacturer’s instructions) for 12 h. Transfected cells were cultured in a fresh basal medium (no Lipofectamine) for another 12 h. PDGF-BB (50 ng/ml), TGFβ1 (20 ng/ml), TNFα (20 ng/ml), or IL1β (10 ng/ml) was then added, and cells were harvested for assays 24 h after cytokine treatment. For HUVEC transfection, cells were cultured in the full medium until 80% confluence and then in half basal/half-full medium (1% exosome-depleted fetal bovine serum) for 2 h. The cells were transfected with hsa-miR548ai mimic, inhibitor, or scrambled control microRNA using Lipofectamine RNAiMAX transfection reagent for 12 h and then cultured in fresh (no Lipofectamine) half basal/half-full medium for another 12 h. Exosomes purified from conditioned media were used to treat ECs, and the cells were harvested for assays 24 h after the treatment.

### TaqMan quantitative real‐time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from cells using the TRIzol reagent following the manufacturer’s instructions. Total RNA from exosomes was extracted using Total Exosome RNA and Protein Isolation kit (ThermoFisher, cat. 4478545) following the manufacturer’s instructions. Isolated RNA was used for cDNA synthesis with the TaqMan MicroRNA reverse transcription kit (ThermoFisher, cat. 4366596). In each 20 μl reaction, 10 ng of cDNA was amplified through qRT‐PCR using TaqMan Universal Master Mix II (cat. 4440043), and mRNA expression was determined using a 7500 Real‐Time PCR System (Applied Biosystems). mRNA levels were normalized to RNU44 using the ∆∆Ct method. qRT‐PCR was performed in triplicate reactions.

### Cell Titer-Glo proliferation assay

Cells were washed once with PBS and then 50 μl of PBS plus 50 μl of CellTiter‐Glo reagent (per well) were added. Cell proliferation (viability) was analyzed using BioTek Gene 5 Microplate Reader (BioTek Instruments, Inc) to read 96‐well plates.

### Scratch and transwell migration assays

ECs were grown in 12-well culture plates to 90% confluence. After starvation for 24 h, cells (with/without transfection) were scratched with a sterile pipette tip across the cell monolayer followed by treatment of with exosomes derived from cytokine-stimulated AoSMCs for 20 h. For quantification of migration, the scratched area that was re-occupied by migrating cells after 20 h of treatment was determined using a microscope. The Transwell method was used for AoSMCs. Cells were grown in the Transwell insert until 90–95% confluence and then starved for 24 h in basal medium prior to microRNA transfection. The culture was changed to full medium in the lower chamber of Transwell. The inserts were washed three times with PBS after 24 h migration. The cells on the inside of the Transwell were removed using cotton swabs. The cells on the lower surface of the membrane were stained with 0.1% crystal violet (10% methanol) for 20 min. The membrane was washed three times with PBS to remove unbound crystal violet and then air-dried. The stained migrated cells were imaged under a microscope. After microscopy, 400 μl of 33% (v/v) acetic acid was added into the insert to elute the bound crystal violet by shaking for 10 min. The eluent collected in the lower chamber was measured for absorbance (590 nm) using a 96-well microplate reader.

### Statistical analysis

Prism 8.0 (GraphPad Software) was used for statistics. The sample size was determined through power analysis. Differences between the two groups were analyzed by Student’s *t*-test. For multi-condition comparison, we applied one‐way analysis of variance (ANOVA) followed by the Bonferroni post hoc test. *P* < 0.05 was considered statistically significant. Significance in all figures is indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001.

## Supplementary information

supplemetal

## Data Availability

Original microarray data has been deposited (GEO accession number: GSE185784).

# Supplementary material for: miR548ai antagonism attenuates exosome-induced endothelial cell dysfunction
**Source:** Cell Death Discov. 2021 Oct 28;7:318. doi: 10.1038/s41420-021-00720-9
**Supplement:** Supplementary file 1 — supplemetal

**miR548ai antagonism attenuates exosome-induced endothelial cell dysfunction**

Xiujie Xie, PhD^1^; Lian-Wang Guo^1,2,3,*^, PhD; K. Craig Kent^1,*^, MD

*Running title: miR548ai as a new target*

K. Craig Kent, M.D.

**Supplemental Figures**

**
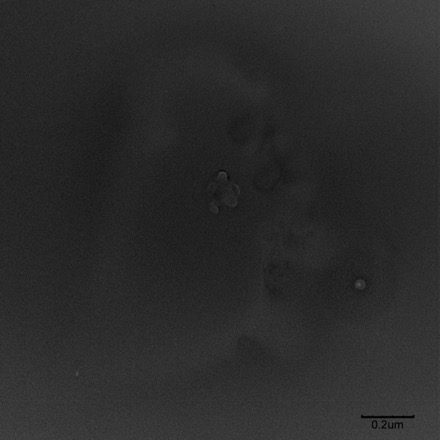
**

**Figure S1. Negative control of TEM imaging of exosomes**

Exosomes purified from human primary aortic smooth muscle cells (AoSMCs) were resuspended in PBS and subjected to TEM (see Figure 1A). The PBS buffer was used for negative control. Scale bar: 200 nm.

**Figure S2. Possible miR548ai’s target gene products in ECs**

ECs (HUVEC) cultured in full medium were transfected with miR548ai inhibitor or scrambled control (SCR), the cells were then used for Western blot analysis of proteins.

How the deposited data were processed for this re-analysis (not part of the article)

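Total RNA of human primary AoSMCs from 5 conditions (Mock, PDGF-BB, TGFβ1, TNFα and IL1β) was measured on Affymetrix arrays, 1 array per condition. The authors scanned the arrays, ran quality control and normalization in Affymetrix Expression Console and compared genes in Transcriptome Analysis Console, which the submitters' processing notes also name. The deposited values are log2 signals per probe set, a unit taken from their range of 2.08 to 19.9 and from the scale of the heatmaps in Fig. 2. The normalization method is not given in the sources used here. The conditions were taken from the sample labels, and each column of the table is named for its sample.

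From the deposited log2 values, the difference of each cytokine array from the Mock array was taken per probe set, and 2-fold is a log2 difference of 1. With 1 array per condition no p-value, standard error or false discovery rate can be given, and no paired test was run. Gene symbols came from the platform annotation, and 97.8% of the symbols were found in RefSeq (GRCh38), which was used for names, chromosomes and host genes only. Named genes other than microRNAs were counted on probe sets with 1 symbol whose higher value reached the median of its array, 25260 to 25856 probe sets per comparison.

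The genes named in the text were set by a rule written before the data were examined, except that the values of Fig. 2, Fig. 3 and Fig. 4 had been seen. The rule takes the microRNAs the paper names, the 5 largest increases and decreases among microRNA probe sets, the 15 largest increases and 10 largest decreases among other genes above the 75th percentile of an array, up to 4 members of each gene list, and SNORD44. Genes outside it are said to be chosen after their values were seen. The lists of inflammatory, TGF-beta target, matrix, contractile, cell cycle, sterol, interferon, growth factor, hypoxia, stress, microRNA biogenesis, exosome, cell type marker and housekeeping genes were fixed at the same time. A gene was represented by its brightest probe set with 1 symbol, and the median log2 difference of a list was placed among 10000 random lists of the same size matched on mean log2 value in 20 bins, as a description of these arrays. The list of mitochondrially encoded genes had 0 of 13 members on a probe set with 1 symbol and gave no value.

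Because all comparisons share the Mock array, 1000 sets of 5 unchanged arrays were simulated with noise drawn from the residuals of the cytokine arrays, and each cytokine array was also taken in turn as the reference. The residuals hold differences between cytokines as well as noise. The scripts were tested on simulated arrays of the 37295 rows with a gene name. Of rises planted at a log2 difference of 1.5, 85.1% passed 2-fold in 1 comparison and 61.2% in all 4, of those at 2.0, 97.0% and 83.6%, and of unchanged rows 5.10% and 0.693%. Alternatives covered the fold limit, quantile normalization, centring on medians, filters on dim probe sets, the choice of microRNA probe sets, the reference array and the cytokines that must show a change. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.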

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

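The paper reports on microRNAs, and the gene lists and 2 probe sets given here lie outside those its text and Fig. 3C discuss. The lists were fixed before the data were examined, and the rule for reporting one here, as many or more measured members up at least 2-fold as not, with a median near the top of the random lists, was set after the values were seen.

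TGFβ1 raised 20 of 22 measured TGF-beta target genes at least 2-fold, with a median log2 difference of 3.68. TSPAN2 rose by 10.33, PMEPA1 by 8.01, IL11 by 7.76 and COMP, a cartilage matrix protein, by 7.14. PDGF-BB raised 12 of the 22, with a median of 1.15. Of 20 contractile smooth muscle genes, 12 rose with TGFβ1 and none fell, with a median of 1.45. CNN1 (calponin) rose by 6.05, TAGLN by 4.09, MYOCD, a coactivator of contractile genes, by 4.07, and PLN by 3.58. The Mock values of TSPAN2 and PLN were under the 95th percentile of negative-control rows, so the sizes of these rises rest on background signal in Mock.

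PDGF-BB, a mitogen of smooth muscle cells, raised 24 of 32 cell cycle genes, with a median of 1.78. RRM2 rose by 3.59, MKI67 by 2.87, CCNE2 by 2.84 and TTK by 2.77, of which MKI67, CCNE2 and TTK were under the 95th percentile of negative-control rows in Mock. Of 16 measured genes of sterol synthesis and uptake, 12 rose with PDGF-BB (median 1.42) and 9 rose and 1 fell with TGFβ1 (median 1.39), and HMGCS1 rose by 2.08 with PDGF-BB and SQLE by 2.28 with TGFβ1. PDGF-BB also raised 10 of 20 growth factor (MAPK) response genes, with 1 down and a median of 0.96, and 9 of 16 hypoxia and glycolysis genes, with 1 down and a median of 1.21. HBEGF rose by 3.49 and EGR1 by 2.18 in the first list, and PGK1 by 1.77 and SLC2A1 by 1.75 in the second. Beside these medians, 11 measured housekeeping genes, PGK1 among them, had a median of 0.70 with PDGF-BB, with 3 up and none down, above 99.7% of the matched random lists.

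Of 22 measured interferon response genes, 18 rose with TNFα (median 1.83) and 14 with IL1β (median 1.48), and none fell, both against the 1 Mock array. MX2 rose by 3.83, OAS1 by 3.66 and RSAD2 by 3.52 with TNFα, and MX2 by 3.35, RSAD2 by 2.98 and IFIT1 by 2.91 with IL1β. Apart from the housekeeping genes, the median of each list given so far lay above those of all 10000 matched random lists. Whether any list differed between cytokines was not tested, since there is 1 array per condition.

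Besides the microRNAs listed as common in the paper's text or Fig. 3C, 2 microRNA probe sets changed past 2-fold with all 4 cytokines. A probe set with several gene symbols rose by at least 1.21, and MIR1183 had a smallest decrease of -1.33. For the 7 probe sets that changed with all 4 cytokines, ordinary noise in the 1 shared Mock array remains open. With cytokine arrays as the reference, the counts up and down together reached up to 27, more than with Mock. Those arrays hold treatment effects of their own, so these counts do not decide the question. A response common to the 4 cytokines is the biological explanation the design gives, and it was not tested, since no other Mock array exists here.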

How the results depend on the processing

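Counts of microRNA probe sets depended on the fold limit and the filter, for which the cause is fewer probe sets passing. At 3-fold, they were 10 up and 11 down with PDGF-BB, 33 and 15 with TGFβ1, 12 and 11 with TNFα, and 5 and 10 with IL1β. At a log2 fold change of at least 2, they were 4 and 4, 19 and 3, 4 and 2, and 2 and 5 in the same order. Above negative controls, a filter chosen after the values were seen, they were 23 and 19, 44 and 18, 14 and 16, and 7 and 11. With probe sets of microRNA genes only, the increases were 38 with PDGF-BB, 53 with TGFβ1, 64 with TNFα and 29 with IL1β, and the highest total of both directions was 110 with TNFα rather than that of TGFβ1, 107. Quantile normalization, median centring and the planned filter on dim probe sets left all 10 microRNA counts within 1.5 times.

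The 2 increases shared by all 4 cytokines became 1 at 3-fold, 1 at a log2 fold change of at least 2, and 1 with microRNA genes only. They became 5 leaving out PDGF-BB and 7 leaving out IL1β. As the reference, the PDGF-BB array gave 5, TGFβ1 4, TNFα 6 and IL1β 4. The 5 shared decreases became 2 at 3-fold, 0 at a log2 fold change of at least 2, 0 above negative controls, 12 leaving out TNFα and 10 leaving out IL1β. As the reference, the TGFβ1 array gave 21, TNFα 21 and IL1β 1, and the cause was not tested.

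The log2 difference of MIR548AI on its chromosome 16 probe set moved by less than the spread of differences over microRNA probe sets under quantile normalization and both centrings. Against the mean of the other 4 arrays, it was 1.53 with PDGF-BB, 1.19 with TGFβ1, 0.97 with TNFα and -0.48 with IL1β, since that mean holds 3 cytokine arrays. On the chromosome 6 probe set, an alternative chosen after the values were seen, it was -0.18, -0.61, -1.10 and -0.34, and the cause was not tested.

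Counts of other named genes at a log2 fold change of at least 2 were 196 up and 44 down with PDGF-BB, 378 and 200 with TGFβ1, 115 and 32 with TNFα, and 36 and 10 with IL1β, and the 75th-percentile filter gave 223 down with IL1β. Of 136 list medians recomputed with quantile normalization or the mean of a gene's probe sets, 24 moved by more than the spread of random lists and 2, of lists that did not stand apart, changed sign. No paired analysis was possible because each condition has 1 array and no value comes from a test. Signal over background limits the microRNA results, since 9.40% of probe sets with microRNA genes only exceeded the 95th percentile of negative-control rows in the Mock array and 5.89% with IL1β. That percentile was itself lower in Mock (6.56) than with IL1β (7.02).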

Differences from the paper's values

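Of 36 fold changes printed in Fig. 3C that could be compared, all 36 have the sign of the value here and 30 lie within 1.5 times. The 4 values of MIR548AI match the chromosome 16 probe set within that limit. A difference is listed where one value is more than 1.5 times the other.

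For MIR4719, the paper shows about 2.6 with PDGF-BB, about 2.6 with IL1β and about 3.1 with TNFα (Fig. 3C, read by eye), against 1.20, 1.26 and 1.95 here. For MIR3133 with IL1β, it shows about -3.7 (Fig. 3C), against -5.86 here, and for MIR579 with PDGF-BB about -3.8 (Fig. 3C), against -6.04. Neither quantile normalization nor median centring, both set before the data were examined, brought these 5 values within 1.5 times. For MIR548H5 with PDGF-BB, the paper shows about -2.0 (Fig. 3C), against -1.32 here and -1.32 with median centring, and quantile normalization gave -1.35, which lies within 1.5 times.

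Fig. 2 labels about 16 microRNAs with PDGF-BB, about 41 with TGFβ1, about 11 with TNFα and about 11 with IL1β, counted by eye in Fig. 2, against 136, 163, 130 and 105 probe sets at 2-fold here. The paper's Results name a filter on log2 fold change and word it as over 2-fold, and the legend of Fig. 2 and the Methods give a log2 fold change of 2, the Methods with a false discovery rate, which 1 array per condition does not give. The 3-fold limit, set before the data were examined, gave 21 with PDGF-BB, 48 with TGFβ1 and 15 with IL1β, within 1.5 times of the paper, but 23 with TNFα. A log2 fold change of at least 2 gave 8, 22, 6 and 7, and quantile normalization, median centring, the filter on dim probe sets and microRNA genes only gave 87 to 171 over the 4 cytokines, none within 1.5 times.

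Among microRNAs changed with all 4 cytokines, the paper names miR548ai as the one raised most. On the chromosome 16 probe set its rise is larger than those of MIR544A and MIR4719 with PDGF-BB, TGFβ1 and TNFα, and with IL1β it has 2.19 against 2.34 for MIR544A, where both probe sets lie under the 95th percentile of negative-control rows in both arrays, so that the order with IL1β is not settled. The only other probe set up with all 4 cytokines, with several gene symbols, has 4.06 with TGFβ1 against 3.52. On the chromosome 6 probe set it ranked 1222 with PDGF-BB, 1642 with TGFβ1, 1821 with TNFα and 1387 with IL1β. Fig. 3C lists MIR544A, MIR4719, MIR1200 and MIR548H5 as changed with all 4 cytokines, and none of them passed 2-fold in all 4 comparisons here, on probe sets under the 95th percentile of negative-control rows.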

Other observations

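The test of another locus behind the rise of MIR548AI and the comparison with unchanged probe sets, given at the end, were chosen after the results were seen. So was the split of inflammatory genes by Mock value, and the other tests here were set before their results were seen.

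Several genes were among the largest changes of more than 1 comparison, all of which use the 1 Mock array, so that a deviation of its value recurs in each. Over all rows, 261 were up and 492 down at least 2-fold against Mock in the other 4 arrays, and with a cytokine array as the reference 221 to 589 were up and 645 to 1448 down. The cytokine arrays hold treatment effects of their own, so these counts do not show how much of the 261 and 492 is noise in Mock. SERPINA9 rose by 5.23 with PDGF-BB and 9.70 with TGFβ1 on the log2 scale, IL11 by 4.62 with PDGF-BB and 5.54 with TNFα as well as with TGFβ1, and MMP12 by 4.21 with PDGF-BB, 5.24 with TNFα and 3.24 with IL1β. CLDN11 (claudin 11) fell by 3.47 with PDGF-BB, 5.77 with TGFβ1 and 2.43 with TNFα, and GPRC5B fell by 3.93 with PDGF-BB and 4.18 with TGFβ1, to background signal. LIPG rose by 4.33 and HAS2, a hyaluronan synthase, by 3.79 with PDGF-BB, and NOX4, an NADPH oxidase, by 7.08, SDC1 by 6.50 and SNAI1 by 5.86 with TGFβ1. TNFα raised SELE (E-selectin) by 6.29, CCL3 by 6.17 and SLCO2A1 by 6.00, and CCL5 rose by 4.53 with TNFα and 4.07 with IL1β. The Mock values of SERPINA9, NOX4, SDC1, CCL3 and SLCO2A1 were under the 95th percentile of negative-control rows, so the sizes of their rises rest on background signal in Mock. Whether changes differed between cytokines was not tested. Counts past 2-fold were 2156 up and 653 down with PDGF-BB, 2066 and 1421 with TGFβ1, 1117 and 985 with TNFα, and 1504 and 477 with IL1β.

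Of 36 inflammatory genes, 16 rose with TNFα (median 0.94), but 5 rose with IL1β (median 0.25), 8 rose and 5 fell with PDGF-BB (median 0.26), and 6 rose and 8 fell with TGFβ1 (median -0.17). TRAF1 rose by 4.28 and CCL20 by 4.00 with TNFα, and CCL20 by 2.20 and SELE by 2.05 with IL1β. Signals of several members were already high in the Mock array, with log2 values of 19.2 for IL6, 18.9 for CXCL8 and 19.1 for IL1B, genes chosen after their values were seen. Split after the values were seen at a Mock value of 15, the 16 members under it had a median of 0.28 with IL1β (4 up) and the other 20 a median of 0.23 (1 up). With TGFβ1 PTX3 fell by 4.83 and VCAM1, an adhesion molecule, by 4.58. Of 28 matrix genes, 11 rose with TGFβ1, ELN (elastin) by 4.58 and COL4A1 by 2.65 (median 0.56), and the medians were -0.06, -0.02 and 0.16 with PDGF-BB, TNFα and IL1β. The matched random lists had medians of 0.15, -0.03 and 0.19 in the same order. The matrix median lay above 1.19% of them with PDGF-BB, 53% with TNFα and 35.4% with IL1β.

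Medians of the remaining lists are given in the order PDGF-BB, TGFβ1, TNFα and IL1β. They were 0.52, 0.45, 0.11 and 0.18 for 16 stress genes, 0.26, 0.37, 0.12 and 0.28 for 16 microRNA biogenesis genes, and 0.03, -0.08, -0.11 and 0.32 for 17 exosome genes, of which 5 fell with TGFβ1. For cell type markers, they were -0.03, -0.30, -0.39 and 0.28 for 14 endothelial genes, 0.44, 0.10, -0.09 and 0.02 for 15 leukocyte genes, -0.18, -0.01, -0.05 and 0.50 for 11 fibroblast genes, and 0.27, 0.17, 0.12 and -0.06 for 10 epithelial genes. They were -0.14, -0.09 and 0.13 with TGFβ1, TNFα and IL1β for housekeeping genes, and ACTB (actin) rose by 2.42 with PDGF-BB, 3.09 with TGFβ1 and 1.87 with IL1β and had -0.09 with TNFα. The other values of lists given above were 0.43 and 0.41 with TNFα and IL1β for TGF-beta target genes, 0.15, -0.37 and 0.27 with PDGF-BB, TNFα and IL1β for contractile genes, 0.14, -0.16 and 0.62 with TGFβ1, TNFα and IL1β for cell cycle genes, 0.13 and 0.73 with TNFα and IL1β for sterol genes, 0.31 and 0.75 with PDGF-BB and TGFβ1 for interferon genes, -0.08, 0.29 and 0.38 with TGFβ1, TNFα and IL1β for growth factor response genes, and 0.26, 0.41 and 0.37 for hypoxia genes. Of these, the interferon median with TGFβ1 (9 up and 4 down) also lay above all matched random lists. So did the sterol median with IL1β (2 up and none down), the inflammatory median with TNFα and the matrix median with TGFβ1. Contractile medians lay above 42.6% of matched random lists with PDGF-BB, 0.21% with TNFα and 78% with IL1β. Those random lists had medians of 0.17, -0.03 and 0.19 in the same order. The endothelial median lay above 1.22% with TNFα and the fibroblast median above 1.95% with PDGF-BB. Among those near the top were TGF-beta target (99.99%), hypoxia (99.9%) and growth factor (99.4%) genes with TNFα and cell cycle genes with IL1β (99.98%). SNORD44, the qPCR reference, had differences of -0.31, 0.11, -0.03 and -0.22 on its probe set with 1 symbol and a chromosome 13 ID, whose Mock value of 3.22 lies under the 95th percentile of negative-control rows. SNORD44 is also listed on a brighter probe set with a chromosome 1 ID and 10 gene symbols, whose signal is not that of SNORD44 alone. It had differences of -1.12 with PDGF-BB, -0.56 with TGFβ1, -0.39 with TNFα and -0.51 with IL1β.

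The rise of MIR548AI with all 4 cytokines has 2 technical explanations that these tables leave open. Noise of ordinary size in the Mock array may account for it, and taking a cytokine array as the reference does not decide this. With the TGFβ1 array as the reference, a microRNA probe set reached a smallest rise of 3.38, against 2.19 for MIR548AI. That probe set also lists or hosts another gene. It was lowest with TGFβ1, which a treatment effect of TGFβ1 would give as well as noise would. Among probe sets with microRNA genes only, the highest such rise was 1.53, lower than that of MIR548AI. Only a fall, with the TGFβ1 array as the reference, was larger than 2.19, and it too may hold a treatment effect. Signal of another locus may also account for the rise of MIR548AI, since the probe set on the chromosome of the gene had a highest difference of -0.18. An induction by the cytokines is the biological explanation, which stays open and was not tested on these arrays. The paper reports qPCR in AoSMCs (Fig. 4A) in which the rise was most prominent for miR548ai except with IL1β. Its qPCR in exosomes (Fig. 4B) is reported to show miR548ai raised most with PDGF-BB or TGFβ1. Neither set of qPCR values was analysed or weighed here.

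Among microRNA probe sets changed at least 2-fold, those at or above the median signal listed another gene or stood for a host gene in 33.6% of 241 cases, and those under it in 3.47% of 144, a difference of 30.1 percentage points. Among unchanged probe sets the shares were 26.2% of 694 bright and 4.57% of 788 dim ones, a difference of 21.7 points. Probe sets shared with another gene were thus more often bright whether or not they changed, and the test does not decide whether signal of the host accounts for the changes. Whether the mature microRNAs of shared probe sets changed was not tested.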
